A study of Mus musculus with 12 samples. Its data were reported in "Restricting epigenetic activity promotes the reprogramming of transformed cells to pluripotency in a line-specific manner" (2023).

How the data were processed

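Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in transformed mouse embryonic fibroblasts (MEFs). The 12 samples fell into 7 groups by their labels. Untreated Hdac7SA.Mef2d, Hras.E1A and Hras.Myc cells, and Hras.E1A and Hras.Myc cells treated with PD, had 2 libraries each. Hras.E1A and Hras.Myc cells treated with TSA had 1 library each. PD is an inhibitor of the kinase MEK and TSA (trichostatin A) is an inhibitor of histone deacetylases. Treatment lasted 2 days, and each library was made from about 50000 cells. Wildtype MEFs were not analysed here.

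The submitters' processing notes name Bowtie2 2.4.5, MACS2 2.2.7.1 and the mm10 genome. According to the methods of the study, reads were aligned and peaks were called with MACS2. Peaks with low scores were then recovered with the redefine_peaks function, which draws on the peaks of other samples. The authors deposited 1 peak list for each group, so the replicates were pooled in the lists, and how they were combined is not given in the sources used here. Every deposited peak was 400 bp wide and carried a score computed by the authors, whose scale is not stated. The lowest score in any list was 1.20. Peaks of different lists lay on shared positions, so the lists are not independent of each other. The score was used only to rank peaks within a list. The files gave no read counts, so the depth of each library is unknown and a locus without a peak may still hold reads.

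Peaks on chromosomes 1 to 19, X and Y were merged across the 7 lists where they overlapped by 1 bp or more. A merged region is called a locus, and it was taken as open in a group if a peak of that group overlapped it by 1 bp or more. A locus was closed with a treatment if it was open in the untreated list and not in the treated list, and opened in the opposite case. Loci within 1000 bp of the transcription start site (TSS) of a protein-coding gene were called promoter loci and all others distal loci. Loci were assigned to the nearest protein-coding TSS within 10000 bp, using the GENCODE M21 basic annotation of the GRCm38 assembly. No peak lay past the end of its chromosome in that assembly. All coordinates count from 1.

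Because each group had 1 list, no test across replicates could be made and no p-value is given. Shares of loci carry exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only and treat neighbouring loci as independent. The overlap of closed loci between lines, among loci open in both untreated lines, was set against the number expected if the lines responded independently. For 22 gene lists fixed before the data were examined, the share of changed loci was ranked among 10000 random gene lists, and a list stood apart below percentile 2.5 or above the corresponding upper percentile. This made 176 comparisons over both directions of the 4 treatments, of which 8.8 would stand apart by chance. Percentiles describe these lists and are not p-values.

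Consensus sequences of 23 transcription factor motifs were searched on both strands in the central 200 bp of each locus. The share of closed or opened loci with a motif was divided by the share in loci kept open in the same line, weighted to the same distribution over 10 bins of GC content. The ratios have approximate 95% intervals for counting error.

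The genes named were set by a rule fixed before the data were examined. In each treatment comparison these were the 10 genes with the largest net number of closed loci and the 10 with the largest net number of opened loci within 10000 bp of the TSS. In the untreated lines they were the 10 genes with most loci open only in that line. Ties were broken by the count within 50000 bp and then by symbol, and predicted genes were left out. Up to 4 members of each list that stood apart, Cdh1, Epcam, Isl1 and Tcf7l2, which the study names, and Hras, Myc, Hdac7 and Mef2d completed the rule. The text prints part of these names.

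Other settings fixed before the data were examined were a 50% cover of the locus, a reciprocal overlap of 50% without merging, a tolerance of 500 bp for closed loci, removal of the weaker peaks of each list by score, autosomes only, lists of equal size, a minimum peak width of 200 bp, windows of 50000 and 5000 bp, removal of promoter loci from the gene lists, a motif window of 100 bp and motif shares without GC matching. Settings and comparisons added after seeing the data were a catalogue without the TSA lists, motif shares without promoter loci and with lists of equal size, the overlap and promoter ratios under the settings planned for the counts, gene lists and motifs in the untreated lines, motifs in loci changed with PD in both lines, the background for opening in both lines, some motifs with TSA under the motif settings, the region around Epcam, and AP-1 sites at named genes. The motifs singled out below were chosen after all 23 had been seen.

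The procedure was tested on simulated data. Merging and open calls made on simulated peaks differed from bedtools 2.31.1 at 0 loci. Simulated lists of 25 genes in which the closing share was raised from 20% to 30%, 40% or 50% of Hras.E1A loci stood apart in 30%, 90% and 100% of 40 trials each, and random lists in 4.5% of 400. A motif ratio made as 1.92 was found as 1.85 (95% interval 1.73 to 1.97). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.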

Results

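Open chromatin was compared in 3 transformed MEF lines that differ in whether they can be reprogrammed to pluripotency. According to the study, Hdac7SA.Mef2d cells can be reprogrammed, Hras.E1A cells only when MEK is inhibited, and Hras.Myc cells not at all. Hdac7SA.Mef2d cells carry a form of the histone deacetylase Hdac7 with the transcription factor Mef2d, and the other lines carry the Hras oncogene with adenoviral E1A or with Myc. The data were 7 lists of ATAC-seq peaks, with 1 list per group, in which replicates were pooled and cannot be separated. The lists held 119251 peaks in Hdac7SA.Mef2d, 81201 in Hras.E1A and 67738 in Hras.Myc. With PD they held 59823 in Hras.E1A and 56774 in Hras.Myc, and with TSA 79687 and 70937. Covered sequence ranged from 22.7 Mb in Hras.Myc with PD to 47.7 Mb in Hdac7SA.Mef2d. Together the lists gave 147985 loci, of which 29875 were open in all 7 lists and 44325 in only 1. Sequencing depth is unknown, and all differences in the number of peaks are bounded by that.

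The coding sequence of the transgenes gave a partial check of the labels. At Mef2d, a locus over exon 5 (chromosome 3, 88159015 to 88159414, mm10) was open only in Hdac7SA.Mef2d, with a score of 13.1 from the authors. Other coding loci of Mef2d did not single out that line. A locus over exon 4 (88157858 to 88158257) was open in all 7 lists, and a locus at 88167755 to 88168154 was open in Hdac7SA.Mef2d and in Hras.Myc with TSA. At Myc, a coding locus (chromosome 15, 61987699 to 61988098) was open only in Hras.Myc and Hras.Myc with PD, with scores of 1.70 and 1.67, and had no peak in Hras.Myc with TSA. The Myc locus lay 277 bp from an annotated Myc TSS, so it does not separate the transgene from the endogenous promoter. No locus lay over the coding sequence of Hras, and the coding loci of Hdac7 did not single out Hdac7SA.Mef2d.

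The untreated lines were compared first, to ask how the reprogramming-capable line differs from the others. Hdac7SA.Mef2d stood apart by the number of loci that the Hras lines lacked. It had 50495 loci open in neither Hras line, 42.6% (42.3 to 42.8) of its loci, whereas 5516 loci were open only in Hras.E1A and 4171 only in Hras.Myc. The Hras lines shared 68.9% of the loci open in either, against 48.9% for Hdac7SA.Mef2d with Hras.E1A and 40.3% with Hras.Myc. These shares are bounded by the longer list of Hdac7SA.Mef2d. That line was open at 81.2% of the Hras.E1A loci and 79.4% of the Hras.Myc loci. Between the Hras lines, 89.7% of Hras.Myc loci were open in Hras.E1A and 74.8% of Hras.E1A loci in Hras.Myc. A further 9662 loci were open in both Hras lines and closed in Hdac7SA.Mef2d, and 50607 were open in all 3 lines.

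The loci open only in Hdac7SA.Mef2d lay mostly away from promoters. Promoter loci made up 1.95% (1.83 to 2.07) of them, against 26.7% (26.3 to 27.1) of the loci open in all 3 lines. The genes with most of these loci were Fhl1, which encodes a LIM-domain protein of muscle, with 8 loci, and Foxp1, a forkhead transcription factor, with 7. Tgfbr1, a receptor for TGF-β, and Col9a1, a chain of collagen IX, had 6 each, as did Psd3, Nedd4l, Stard13, Zbtb38, Tmcc1 and Tmc1. The potassium channel gene Kcnj12 led the loci open only in Hras.E1A with 4, followed by Igsf21 and Zbtb20 with 3 each. The ubiquitin ligase gene Mid1 led those open only in Hras.Myc with 4, followed by Asic4 and Nlrc5 with 3 each. With every list brought to the same number of peaks, the loci open only in Hdac7SA.Mef2d numbered 25624 and those open only in Hras.Myc 11469, so the size of this difference rests partly on the longer list.

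PD was compared with no treatment in each Hras line, to ask which chromatin responds to MEK inhibition. PD closed more loci than it opened in both lines. In Hras.E1A it closed 31349 loci, 38.9% (38.6 to 39.2) of those open without treatment, and opened 10038. In Hras.Myc it closed 25769, or 38.4% (38.0 to 38.7), and opened 14833. When all lists were brought to the 56774 peaks of the shortest list, 20469 loci were closed and 20181 opened in Hras.E1A. The excess of closed loci is therefore the same observation as the shorter lists with PD, and its size depends on how many peaks were called.

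**Figure D1:**
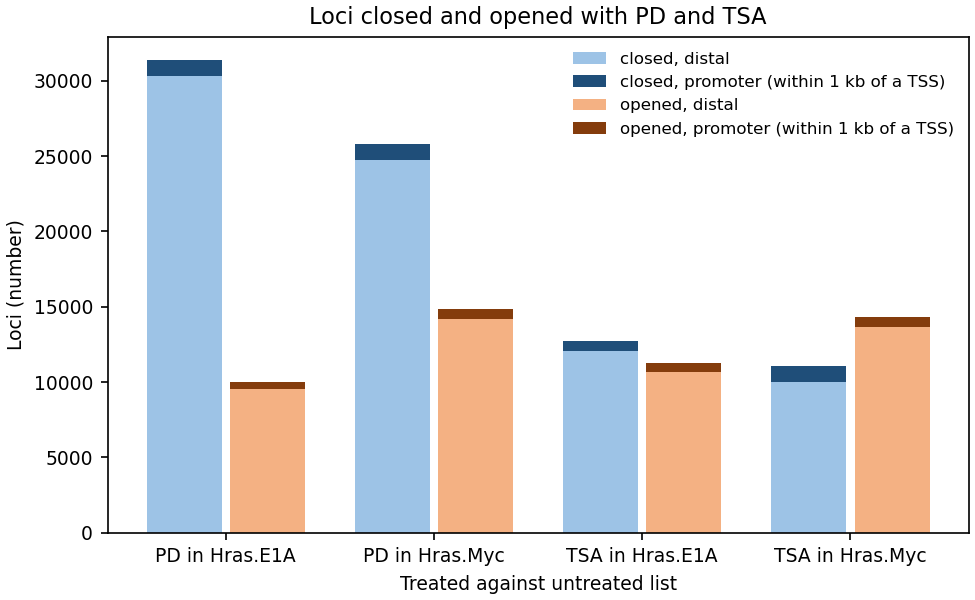
Bars show the number of loci closed and opened in each treated list against the untreated list of the same line. Each group had 1 list, in which replicates cannot be separated. PD closed 31349 loci in Hras.E1A and 25769 in Hras.Myc, more than TSA closed in either line (12737 and 11042).

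The loci closed with PD were mainly distal, and promoters were largely kept. In Hras.E1A, 46.3% (45.9 to 46.7) of 65396 distal loci were closed, against 6.98% (6.58 to 7.40) of 15173 promoter loci. In Hras.Myc these shares were 46.9% (46.5 to 47.3) of 52732 and 7.16% (6.75 to 7.60) of 14446. The ratio of distal to promoter shares was 6.64 (6.26 to 7.04) in Hras.E1A and 6.55 (6.17 to 6.95) in Hras.Myc. It was 4.21 and 4.2 without the weaker peaks, and 12.2 and 9.69 with lists of equal size, so its direction held and its size did not. About as many closed loci lay in gene bodies as outside them, 50.5% in Hras.E1A and 52.5% in Hras.Myc.

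Add2 and Epb41l2, which both encode proteins that link the membrane to the spectrin and actin skeleton, were among the 10 genes with most loci closed with PD in both lines. In Hras.E1A, Gramd1b and the tetraspanin gene Tspan5 each had 9 closed loci and 1 opened. Add2, which encodes β-adducin (chromosome 6, 86028681 to 86124409), had 6 closed and none opened, and the septin gene Sept9 had 7 closed and 2 opened. Gas7, Epb41l2, Txndc2, Pitpnm2 and Mical2 each had 5 closed loci and none opened, and Galnt9 had 6 closed and 1 opened. In Hras.Myc, Add2 again had 6 closed loci and none opened. Tmcc3 had 6 closed and 1 opened, and the focal adhesion gene Tns1 had 5 closed. Epb41l2, Eps8, Agpat3, Nhsl1 and Sema6d had 4 closed each, and Utrn and Nlrc5 had 5 closed and 1 opened.

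Among opened loci in Hras.E1A, Fhl1, Ccdc68, Mab21l1, Mylk3, Ngef, Mecom, Ptpn14 and Rgs5 had 3 opened loci each and none closed. Within 50000 bp of the TSS, however, closed loci outnumbered opened loci by 2 at Ptpn14 and by 3 at Rgs5. Mecom encodes a zinc finger transcription factor. In Hras.Myc, Limch1 had 5 opened loci, and Hoxc4, Bloc1s5, the actin-severing gelsolin gene Gsn, Abi3bp, Bcl9l, Cacnb2, Dpf3 and Edn2 had 3 each. C1qtnf1 had 4 opened and 1 closed. Abi3bp was among the leading genes of both lines, with 2 opened loci in Hras.E1A.

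Targets and feedback regulators of ERK, the kinase directly downstream of MEK, lost fewer loci with PD than random gene lists did. In Hras.E1A, 9 of 70 loci near them (12.9%) were closed, at percentile 0.27, against 22.6% over all genes. Their closed loci included 2 of 5 at Egr3 and 2 of 4 at Epha2. In Hras.Myc, 11 of 71 (15.5%) were closed, at percentile 0.55, including 2 of 5 at Ccnd1 and 2 of 5 at Ier2. In Hras.E1A the Hox clusters lost 10 of 81 loci (percentile 0.225), KLF and SP factors 6 of 60 (percentile 0.11) and cell cycle genes 0 of 34 (percentile 0.03). In Hras.Myc, cell cycle genes lost 1 of 33 and DNA repair genes 2 of 33. The calls for ERK targets and Hox clusters in Hras.E1A held under all 4 alternative settings. Each of the others was lost under at least 1 setting, the KLF and SP factors with lists of equal size (percentile 11.1) and ERK targets in Hras.Myc within 5000 bp (percentile 13.0).

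Among loci opened with PD, mesenchymal genes were the only 1 of 22 lists to stand apart in Hras.E1A, where 1.1 would do so by chance. In Hras.E1A, mesenchymal genes gained 15 of 47 loci that could open (31.9%, percentile 98.5), against 18.3% over all genes. They included 2 of 2 loci at Twist1, 2 of 3 at Zeb2, 2 of 3 at the N-cadherin gene Cdh2 and 2 of 3 at Tgfbi. This call was lost within 5000 bp (percentile 89.7), without promoter loci (percentile 97.2) and with lists of equal size (percentile 81.4). In Hras.Myc, mesenchymal genes gained 14 of 45 loci (31.1%, percentile 94.7) and did not stand apart. There, Hox genes gained 15 of 37 loci (40.5%, percentile 99.7), against 19.9% over all genes, including 3 of 6 at Hoxc4, 2 of 3 at Hoxa4, 2 of 2 at Hoxb5 and 2 of 2 at Hoxd3. That call was lost without promoter loci (percentile 95.8). Pluripotency genes gained 0 of 20 loci in Hras.Myc (percentile 0.56) and neural markers 0 of 16, whereas chromatin activators gained 5 of 10 and housekeeping genes 4 of 7. Each of these 4 calls was lost under at least 1 setting.

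Epithelial genes as a list did not stand apart among the loci closed with PD. In Hras.E1A 10 of 56 loci were closed (17.9%, percentile 13.0) and in Hras.Myc 14 of 54 (25.9%, percentile 58.8). Markers of other cell types did not stand apart among closed loci either. In Hras.E1A and Hras.Myc, neural markers lost 12 of 31 and 10 of 26 loci, endothelial markers 8 of 23 and 7 of 21, and blood and macrophage markers 7 of 22 and 3 of 18. Of the 176 comparisons of gene lists over PD and TSA, 19 stood apart.

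At Cdh1, the E-cadherin gene that the study singled out (ENSMUSG00000000303.12, chromosome 8, 106603351 to 106670246, plus strand), PD closed loci inside the gene and left its promoter open. There were 9 loci at the gene, of which 7 were open in Hras.E1A and 3 with PD, and 7 in Hras.Myc and 4 with PD. Intronic loci at 106608291 to 106608690, 106626105 to 106626504 and 106656042 to 106656441 were closed with PD in both lines. The intronic locus at 106614682 to 106615081 was closed in Hras.E1A only. The promoter locus at 106603369 to 106603768, which covers UTR and coding sequence of exon 1, stayed open with PD in both lines. In Hdac7SA.Mef2d, 8 of the loci were open, among them 106656042 to 106656441 and 106626105 to 106626504.

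**Figure D2:**
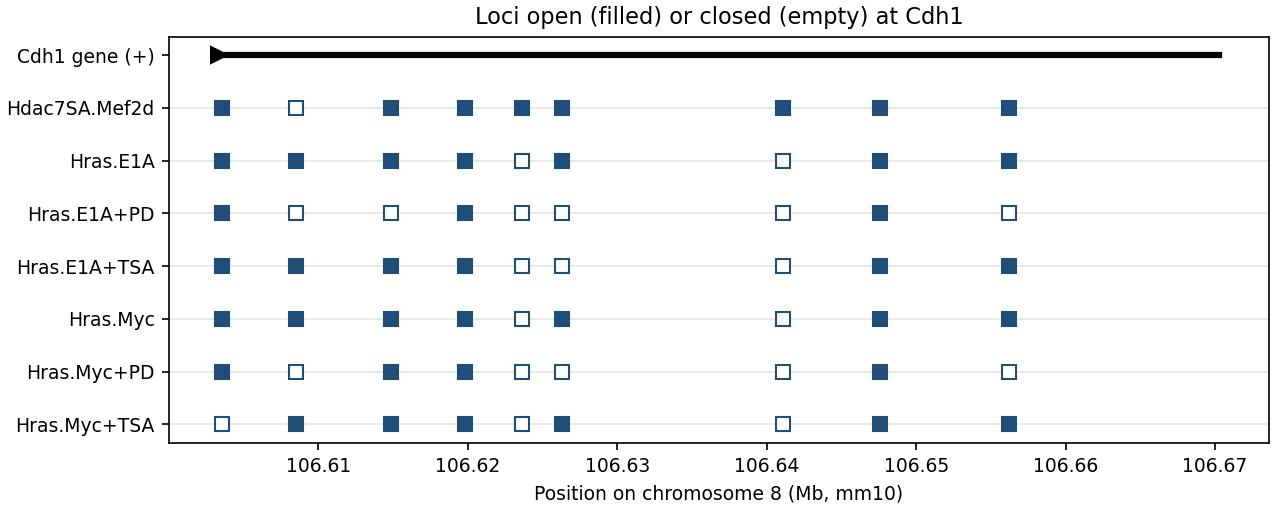
Map of the 9 loci at Cdh1 on chromosome 8 (position in mm10) with 1 line per peak list, where filled squares mark open loci and empty squares closed loci, drawn wider than the loci are. Of 7 loci open in untreated Hras.E1A and 7 in untreated Hras.Myc, 3 and 4 were open with PD.

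At Epcam (chromosome 17, 87635979 to 87651129), the locus at 87636558 to 87636957, over UTR and coding sequence at the start of the gene, was open in all 7 lists. No change was therefore seen within 10000 bp of its TSS. In a wider region examined after this was seen, a locus 25833 bp upstream (87609747 to 87610146) was open in both Hras lines, without treatment and with TSA, and closed with PD in both. It was also closed in Hdac7SA.Mef2d. At Isl1 all 3 loci were open in all 7 lists. Tcf7l2 (chromosome 19, 55741820 to 55933654), which encodes a transcription factor of the Wnt pathway, had 29 loci, of which 21 were open in Hras.E1A and 17 with PD, and 17 in Hras.Myc and 12 with PD.

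The response to PD was shared in part between the lines. Among the 60269 loci open in both untreated Hras lines, 14692 were closed in both, against 6647 expected from independent responses (ratio 2.21, 2.18 to 2.24). That ratio was 1.75 without the weaker peaks and 2.38 with lists of equal size. It also varied with openness in the other 3 lists, those of Hdac7SA.Mef2d and TSA. For loci open in 0, 1, 2 and 3 of them it was 1.103, 1.244, 1.392 and 2.958. The size of the excess therefore depends on which loci are pooled. The expected number also pools promoter and distal loci, which closed at different rates, and how much this adds was not tested. For opening, 4062 loci were opened in both lines. The number expected there depends on which closed loci are counted as able to open. Against all 60507 loci closed in both untreated lines the ratio was 2.83, but it was 1.17 without the 35502 loci open in Hdac7SA.Mef2d and in none of the other 6 lists, and 4.24 among loci open in Hdac7SA.Mef2d. Leaving out the 35502 loci keeps, by construction, only loci open in a treated list, so the 1.17 cannot decide the question. The other backgrounds gave 2.83 and 4.24, so the size of any excess depends on the choice and no size is claimed. In Hras.E1A with PD, the only one of these 4 conditions in which the study could reprogram the cells, 4908 loci were closed that were open in the other conditions, and 4917 were open that were closed in the others.

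Motifs of AP-1, the Fos and Jun family, marked the loci closed with PD. In Hras.E1A, 50.3% (49.8 to 50.9) of closed loci held an AP-1 motif, against 18.8% of kept loci of the same GC content (ratio 2.68, 2.62 to 2.75). In Hras.Myc the shares were 48.1% (47.5 to 48.8) and 26.4% (ratio 1.82, 1.78 to 1.87). Of the loci closed in both lines, 61.2% (60.4 to 62.0) held the motif. Opened loci held few, 4.56% in Hras.E1A and 6.45% in Hras.Myc, with ratios of 0.24 (0.22 to 0.27) and 0.23 (0.22 to 0.25).

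Opened loci were richer in motifs of TEAD and HOX factors than kept loci. TEAD motifs lay in 20.6% of opened loci in Hras.E1A (ratio 1.78, 1.69 to 1.87) and 19.4% in Hras.Myc (ratio 1.71, 1.62 to 1.81), and were depleted in closed loci (0.76 and 0.62, the former 0.99 without matching for GC content). HOX motifs lay in 6.95% and 7.0% of opened loci, with ratios of 1.70 (1.54 to 1.87) and 1.88 (1.69 to 2.09). CTCF motifs, bound by an insulator protein, were rare in changed loci, with a ratio in closed loci of 0.055 (0.047 to 0.063) in Hras.E1A and 0.25 (0.23 to 0.27) in Hras.Myc.

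The motif families that the study named were also compared. KLF motifs were higher in closed loci, with ratios of 1.17 (1.1 to 1.25) and 1.21 (1.13 to 1.29), but fell below 1 without matching for GC content (0.77 and 0.84). ETS motifs were lower in closed loci, at 0.63 (0.57 to 0.69) and 0.57 (0.51 to 0.63). Without promoter loci these ratios were 0.90 (0.81 to 1.002) in Hras.E1A, where the interval then held 1, and 0.84 (0.75 to 0.94) in Hras.Myc. E2A-type E-boxes were at 0.87 (0.83 to 0.91) in Hras.E1A and 1.11 (1.06 to 1.16) in Hras.Myc, the latter 1.049 (0.986 to 1.116) in the central 100 bp. In opened loci, REL motifs were at 1.76 (1.36 to 2.29) in Hras.E1A and 1.26 (0.95 to 1.68) in Hras.Myc. The extended TFE motif, TCACGTGA, was at 0.56 (0.32 to 0.98) and 0.49 (0.30 to 0.81). Only 14 and 22 opened loci held it. Without promoter loci the intervals for this extended motif held 1 in both lines (0.37 to 1.32 and 0.37 to 1.15). The shorter MYC/TFE-type E-box, CACGTG, lay in 304 and 412 opened loci. Its ratio was 0.971 (0.857 to 1.101) in Hras.E1A, where the interval held 1, and 0.841 (0.746 to 0.948) in Hras.Myc. The study's classes of loci were defined against wildtype MEFs, unlike those used here.

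**Figure D3:**
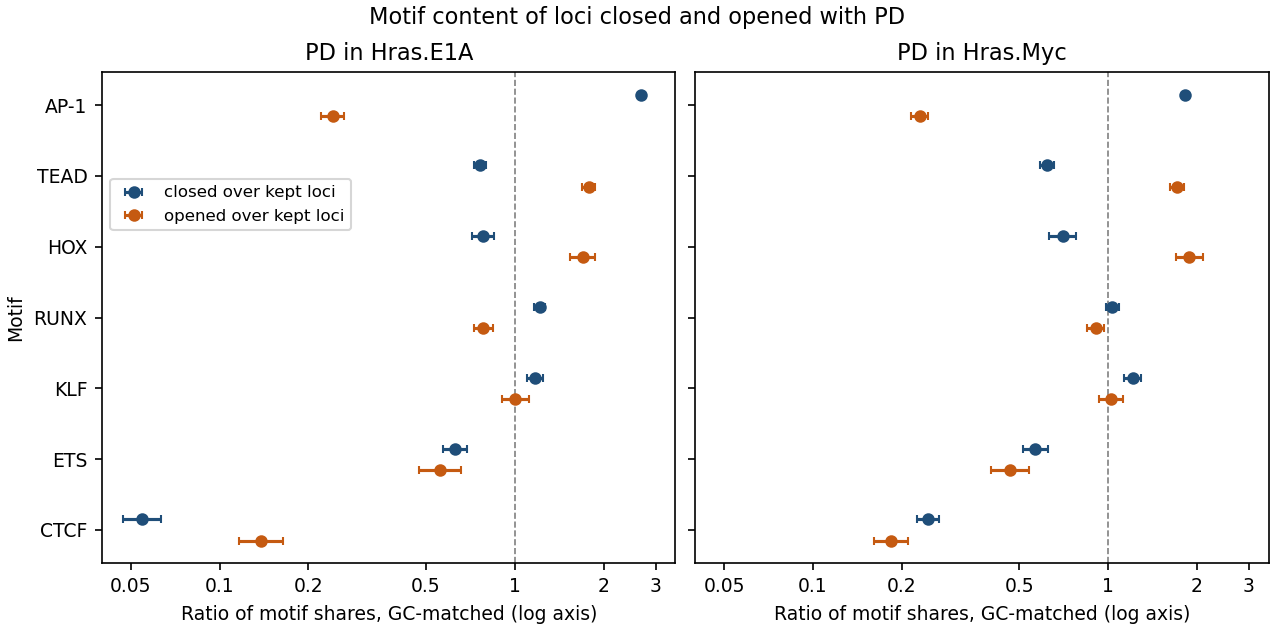
Points show the share of loci with a motif in loci closed or opened with PD, divided by the GC-matched share in kept loci of the same line, on a log axis, with 95% intervals for counting error that can be smaller than the point. AP-1 lies above 1 in closed loci (2.68 in Hras.E1A and 1.82 in Hras.Myc) and below 1 in opened loci, and TEAD and HOX lie on the opposite sides.

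TSA was compared with no treatment to ask how the inhibition of histone deacetylases changes the same lines. It closed fewer loci than PD, and its net direction differed between the lines. In Hras.E1A TSA closed 12737 loci, 15.8% (15.6 to 16.1), and opened 11252. In Hras.Myc it closed 11042, 16.4% (16.2 to 16.7), and opened 14325. Both TSA lists rest on 1 library and the untreated lists on 2. Closing again spared promoters, at 4.26% (3.94 to 4.59) of promoter loci against 18.5% (18.2 to 18.8) of distal loci in Hras.E1A, and 7.07% (6.66 to 7.50) against 19% (18.7 to 19.3) in Hras.Myc. Loci closed in both lines numbered 1580, against 508 expected (ratio 3.11). For loci open in 0, 1, 2 and 3 of the other 3 lists, those of Hdac7SA.Mef2d and PD, this ratio was 2.072, 2.148, 2.091 and 5.125. Loci opened in both numbered 2023. The ratio to the expected number was 2.01 against all loci closed in both untreated lines and 2.54 among those open in Hdac7SA.Mef2d. It was 0.83 without the same 35502 loci. That last background by construction leaves only loci open in a treated list, so it cannot decide the direction.

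In Hras.E1A, the estrogen receptor gene Gper1 had 4 loci closed with TSA, and Epb41l2 and Zbtb20 had 3 each. Dst, which encodes a cytoskeletal linker, had 4 opened loci, and Pdgfra, Foxp2, Trim71 and Sept9 had 3 each. In Hras.Myc, Hspb9, Nlrc5, Mrvi1 and Nme9 had 4 closed loci each. C1qtnf1 had 5 opened and 1 closed, the small heat shock gene Hspb8 and the RNA-binding protein gene Lin28a had 4 opened each, and Mecom, Anln and Plec had 3 each.

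Developmental and mesenchymal genes lost loci with TSA in Hras.Myc more often than random gene lists. Developmental transcription factors lost 28 of 129 loci (21.7%, percentile 99.3), against 11.3% over all genes, including 3 of 4 at Pax5, 3 of 8 at Pax6 and 2 of 3 at Nkx2-5. Mesenchymal genes lost 15 of 58 (25.9%, percentile 99.7), including 2 of 2 at Acta2 and 2 of 2 at Dcn, a call that was lost with lists of equal size (percentile 94.0). Hox genes lost 15 of 74, a call lost under each alternative. ERK targets lost 2 of 71 (percentile 0.145) and AP-1 factors 0 of 33, and of these calls only that for AP-1 factors was lost under any setting. In Hras.E1A, developmental transcription factors lost 15 of 146 loci (percentile 21.1), mesenchymal genes 5 of 56 (percentile 38.7) and ERK targets 7 of 70 (percentile 32.6). None of these stood apart there. The targets of p53 lost 1 of 48 in Hras.E1A, at Cdkn1a, also a call lost under each alternative. No list stood apart among loci opened with TSA.

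With TSA, AP-1 motifs were depleted in closed loci, in contrast to PD, and also in opened loci. They lay in 19.7% of loci closed in Hras.E1A and 22.6% in Hras.Myc, with ratios of 0.55 (0.53 to 0.57) and 0.60 (0.58 to 0.62). In opened loci the ratios were 0.87 (0.85 to 0.90) and 0.60 (0.58 to 0.62), and the former was 1.1 without matching for GC content. The median untreated score of loci closed with TSA lay at percentile 31.6 in Hras.E1A and 31.8 in Hras.Myc. For kept loci it lay at 53.7 and 54.2. Opened loci lay at percentiles 26.8 and 27.3 of the treated lists. AP-1 shares within bins of score were not compared for TSA, so weak peaks near the threshold are not excluded. TEAD motifs were higher in loci closed in Hras.E1A (1.57, 1.49 to 1.65) and in loci opened in Hras.Myc (1.35, 1.28 to 1.43).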

Values the study reported

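The study counted 34,913 loci that were accessible in wildtype MEFs and stayed closed in the transformed lines. Of the loci that PD returned to the wildtype state, it counted 10,230 peaks that became open and 12,276 peaks that became closed. These classes were defined against wildtype MEFs.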

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

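Some effects had opposite directions in the Hras lines under the same treatment. None of these differences could be tested, since each group had 1 list. The settings for the motifs with TSA were added after the data were seen. TSA changed the number of open loci by -1485 in Hras.E1A and by 3283 in Hras.Myc. This restates the lengths of the lists, with 1 library behind each TSA list and 2 behind each untreated list, and it was -782 and 1528 without the weaker peaks and -24 and 42 with lists of equal size. In loci closed with PD, the ratio for E2A-type E-boxes was 0.87 in Hras.E1A and 1.11 in Hras.Myc, and in loci closed with TSA it was 0.91 and 1.1. For RUNX motifs, the ratio with TSA was 1.12 in Hras.E1A and 0.92 in Hras.Myc in closed loci, and 0.93 and 1.14 in opened loci. For FOX motifs in loci opened with TSA it was 0.79 in Hras.E1A and 1.13 in Hras.Myc. Under at least 1 setting, a ratio of each of these motif pairs had an interval that held 1 or changed direction. With PD, the E-box ratio in Hras.Myc was 1.049 (0.986 to 1.116) in the central 100 bp. With TSA, it was 1.02 (0.96 to 1.08) in Hras.E1A with lists of equal size. Without GC matching, RUNX was at 1.04 (0.98 to 1.11) in loci closed in Hras.Myc and at 1.09 (1.03 to 1.16) in loci opened in Hras.E1A, and FOX was at 0.98 (0.87 to 1.11) in Hras.E1A.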

How the results depend on the processing

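No paired analysis was possible because each group had 1 pooled list, and for the same reason no replicate could be left out. The ratios of overlap and of distal to promoter shares under these settings, the catalogue without TSA lists and the motif settings without promoter loci or with equal lists were chosen after seeing the data. The settings for peak width, for 50% cover and for the catalogue without TSA lists changed none of the counts of loci and say nothing about their stability. Under the other 5 settings, 62 of 76 counts stayed within 1.5 times the reported count. All 14 that did not came from removing the weaker peaks or from lists of equal size.

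Without the weaker peaks of each list, 20074 loci were closed with PD in Hras.E1A, 16873 in Hras.Myc, 8423 in both and 2838 only in Hras.E1A with PD. Under that setting, 31686 loci were open only in Hdac7SA.Mef2d and 18545 in all 3 untreated lines, the ratios for closing and opening in both lines were 1.75 and 2.12, and the ratios of distal to promoter shares were 4.21 and 4.2. These counts are lower by construction, and the cause of the changed ratios was not tested.

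With lists of equal size, PD closed 20469 and opened 20181 loci in Hras.E1A, closed 9613 in both lines and opened 8288 in both. Loci open only in Hdac7SA.Mef2d numbered 25624, only in Hras.Myc 11469, in all 3 lines 23575 and in the Hras lines alone 19804. The ratios for closing and opening in both lines were 2.38 and 1.68, and those of distal to promoter shares 12.2 and 9.69. Equal lists force the net change close to 0. With a tolerance of 500 bp the latter ratios were 7.16 and 7.05, and without the TSA lists the ratio for opening in both lines was 2.65. The background for opening was varied after seeing the data. Among loci open in Hdac7SA.Mef2d the ratio for opening in both lines was 4.24 with PD and 2.54 with TSA. It was 1.17 with PD and 0.83 with TSA when loci open in Hdac7SA.Mef2d and in no other of the 7 lists were left out. By construction that leaves only loci open in a treated list, so 1.17 and 0.83 cannot show a change of size or direction. Other causes were not tested.

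Along the loci open in at least 4 of the other 6 lists, no list lacked peaks at 20 or more in a row, and 34 runs of 10 or more were found, 14 in Hras.Myc with PD and 13 in Hras.E1A with PD. The AP-1 ratio for PD-closed loci in Hras.E1A was 2.77 in the central 100 bp, 3.62 without GC matching and 2.59 without promoter loci. In Hras.Myc it was 2.58 without GC matching and 1.74 without promoter loci. Without GC matching the direction was reversed for KLF in loci closed with PD (0.77 in Hras.E1A and 0.84 in Hras.Myc) and for AP-1 in loci opened with TSA in Hras.E1A (1.1). It was also reversed for RUNX with TSA in loci closed in Hras.Myc (1.04) and opened in Hras.E1A (1.09), and with equal lists for E2A-type E-boxes closed with TSA in Hras.E1A (1.02). The causes of these reversals were not tested. Of 160 motif values, 88 stayed within the interval of the reported ratio. Of the 19 gene lists that stood apart, 4 did so under all 4 alternatives, and 7 did so within 50000 bp, 12 within 5000 bp, 10 without promoter loci and 11 with equal lists. No list changed direction. Other lists newly stood apart, 10 within 50000 bp, 9 within 5000 bp, 3 without promoter loci and 17 with equal lists, so a list that did not stand apart above can do so under another setting. As depth is unknown, closing cannot be separated from peaks falling below the threshold of the authors.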

Other observations

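The gene lists and motifs in the untreated lines, the AP-1 sites at named genes and the test of GC content were chosen only after the data were seen. The tests of promoter loci and of TSA in the last paragraph were chosen after the difference they address had been seen.

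Loci open only in Hdac7SA.Mef2d were scarce near developmental transcription factors and Hox genes. Developmental transcription factors had 15 of 175 loci open only there (8.57%), fewer than in all 10000 random lists, against 18.4% over all genes. Hox genes had 11 of 103 (percentile 1.14), and lists that were also low were KLF and SP factors 7 of 73 (percentile 0.91), ERK targets 9 of 86 (percentile 1.56), chromatin activators 3 of 51 (percentile 0.74) and housekeeping genes 0 of 33 (percentile 0.12). Other lists of regulators did not stand apart, such as ETS factors with 17 of 63 (27.0%) and AP-1 factors with 9 of 47 (percentile 47.3). Blood and macrophage markers had 4 of 29 loci open only in Hras.E1A (percentile 98.9). Of 66 such comparisons, 7 stood apart and 3.3 would do so by chance. No alternative setting was run for these gene lists or for the motifs in the untreated lines. Promoter loci made up 1.95% of the loci open only in Hdac7SA.Mef2d, against 26.7% of those open in all 3 lines. Lists with many promoter loci may be low for that reason, which was not tested.

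The untreated lines also differed by motif. Against loci open in all 3 lines, those open only in Hdac7SA.Mef2d were richer in TEAD motifs (17.6%, ratio 1.71, 1.62 to 1.80) and in motifs of MEF2 (1.49%, ratio 1.49, 1.21 to 1.85). Whether the MEF2 ratio comes from the transgene Mef2d of that line was not tested. Against kept loci, it was also 1.41 and 1.51 in loci opened with PD in Hras.E1A and Hras.Myc. Those sets overlap: of opened loci closed in both untreated Hras lines, 5669 of 8979 and 5374 of 9675 were open in Hdac7SA.Mef2d. In the central 100 bp the Hras.E1A interval for MEF2 held 1 (0.984 to 1.875). Loci open only in Hdac7SA.Mef2d were poorer in AP-1 motifs (17.6%, ratio 0.43, 0.42 to 0.44). Loci open in both Hras lines and closed in Hdac7SA.Mef2d had the opposite content, with AP-1 at 1.38 (1.34 to 1.41), TEAD at 0.55 (0.50 to 0.60) and MEF2 at 0.45 (0.30 to 0.68).

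AP-1 sites, searched here over the whole locus, lay at some of the loci described at Cdh1 and Epcam. At Cdh1, the intronic locus closed with PD in both lines at 106656042 to 106656441 held TGAGTCA at 106656262 to 106656268 on chromosome 8, and the locus closed only in Hras.E1A held TGAGTCA at 106614882 to 106614888. The other intronic loci closed with PD in both lines, at 106608291 to 106608690 and 106626105 to 106626504, held 0 AP-1 sites. A site, TGACTCA at 106619809 to 106619815, also lay in an intronic locus that was open in all 7 lists. The locus upstream of Epcam that was closed with PD in both lines held TGAGTCA at 87609837 to 87609843 on chromosome 17, and the promoter locus, open in all 7 lists, held TGAGTCA at 87636606 to 87636612. Both sites at Epcam lay outside the central 200 bp and so did not count in the motif shares. At Tcf7l2, 4 loci with AP-1 sites, starting at 55732960, 55767044, 55795346 and 55875565 on chromosome 19, were open in all 7 lists, whereas a locus at 55865739 with 2 sites was closed with PD in both lines and 1 at 55774279 in Hras.E1A, so a site alone did not mark closing.

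The AP-1 motifs in loci closed with PD were weighed against technical explanations. Without matching for GC content, the ratio within 10 bins of the untreated score was 3.77 (3.68 to 3.87) in Hras.E1A and 2.79 (2.72 to 2.85) in Hras.Myc, against 3.62 and 2.58 without the bins, which argues against a loss of merely weak loci. Matching on GC content lowered the ratio from 3.62 to 2.68 in Hras.E1A and from 2.58 to 1.82 in Hras.Myc. GC content may therefore account for part of the pattern. With GC matching, lists of equal size left 2.62 in Hras.E1A and 1.80 in Hras.Myc. Neither GC content nor list size accounts for the whole pattern. Read depth stays open, as the files give none, and score and GC content were not matched together. No biological explanation of it was tested.

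For the loci open only in Hdac7SA.Mef2d, a longer list and weak peaks were weighed. The median score of these loci lay at percentile 49.4 of the Hdac7SA.Mef2d list, which argues against weak peaks at the end of the list. With lists of equal size they numbered 25624, against 11469 open only in Hras.Myc and 7273 only in Hras.E1A. The ratio of 2.23 to the larger of these lies between the bounds set in advance for a list-length effect and for its absence. The list length and a difference between the lines cannot be told apart here, since depth is unknown and a line has 1 list.

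Within strata of the untreated scores of both Hras lines, loci closed with PD in both lines numbered 14692 against 7269 expected, a ratio of 2.02.

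PD closed loci at a higher rate where Hdac7SA.Mef2d was closed, although most loci it closed were open in that line. Of the loci open in both untreated Hras lines and closed with PD, 13065 of 19600 in Hras.E1A (66.7%) and 13412 of 20439 in Hras.Myc (65.6%) were open in Hdac7SA.Mef2d. Among loci open in both untreated Hras lines and matched on the untreated score, PD closed 67.6% in Hras.E1A where Hdac7SA.Mef2d was closed and 27.2% where it was open, a difference of 40.4 points, and 72.7% against 27.6% in Hras.Myc (45.2 points). Without promoter loci the smaller difference was 34.1 points, so promoters do not account for it. For TSA the differences were 5.55 and 7.66 points, at most 0.17 of those with PD, but TSA closed fewer loci, and the ratio of its shares was still 1.75 in Hras.E1A and 1.52 in Hras.Myc against 2.48 and 2.64 with PD, so loci that close easily may account for part. The higher closing rate where Hdac7SA.Mef2d was closed was found and tested on the same lists with shared peak positions, so it stays an observation. It was present in Hras.Myc, which the study could not reprogram, as well as in Hras.E1A. AP-1 motifs were richer in loci open in both Hras lines and closed in Hdac7SA.Mef2d (1.38 against loci open in all 3 lines). They were not matched here.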
